# Identification of genes differentially expressed between prostrate shoots and erect shoots in the lycophyte *Selaginella nipponica* using an RNA-seq approach

**DOI:** 10.1093/aobpla/plac018

**Published:** 2022-05-05

**Authors:** Jun Sun, Gui-Sheng Li

**Keywords:** Reproductive growth, *Selaginella nipponica*, *SPL* genes, spore development, transcriptome

## Abstract

Lycophytes are the earliest vascular plants and *Selaginella* is the most studied genus among them. Prostrate shoots are produced during early growth and erect shoots emerge later in *S*. *nipponica*, thus providing an opportunity for exploring the evolution of the mechanism underlying the transition between growth phases. Six libraries were sequenced for the prostrate and the erect shoots, and a total of 206 768 genes were identified. Some genes were differentially expressed in prostate and erect shoot, with relatively high expression in the prostate shoots being related to hormone responses and defence reactions, while higher expression in the erect shoots was related to spore formation and shoot development. Some *SPL* genes possessed a miR156 binding site and were highly expressed in the erect shoots, while *AP2*-like genes were more highly expressed in the prostrate shoots but simultaneously lacked any miR172 binding site. MiR156 was detected at a higher concentration in the prostrate shoots. Thus, the mechanism for the vegetative to reproductive transition of sporophytes probably originated in the common ancestor of vascular plants and must have experienced stepwise development during evolution.

## Introduction

Flowering plants generally experience two transitions of growth phase, in which they first shift from juvenile to adult with alterations in leaf size and shape, node length and trichome distribution (Huijser and Schmid 2011). The second transition is from the vegetative to reproductive stage, with the shoot apical meristem (SAM) ceasing stem growth and beginning to produce flowers. The *SQUAMOSA PROMOTER-BINDING PROTEIN-LIKE* genes (*SPL*s) encode proteins that can bind the promoter of the *SQUAMOSA* gene via their 76-aa SBP domains in *Antirrhinum majus* (Klein *et al.* 1996). There are 17 *SPL*s in *Arabidopsis thaliana*, and among them 11 have a miR156 binding site that can mediate transcript slicing and/or translation repression (Axtell and Bartel 2005). *SPL3*/*4*/*5* have a miR156 binding site located in the 3ʹ untranslated region (UTR), and when they are overexpressed as versions resistant to miR156 binding in *A. thaliana* they show early flowering (Cardon *et al.* 1997; Wu and Poethig 2006). However, overexpression of the wild-type *SPL3* leads to even earlier flowering, revealing that miR156 is a powerful inhibitor (Wu and Poethig 2006). Double mutation of *SPL9*/*15* can repress the transition from juvenile to adult in *A*. *thaliana*, while enhancing *SPL9* expression will eliminate the juvenile phase (Wang *et al.* 2009; Wu *et al.* 2009). Although *SPL2*/*10*/*11* function in the transition within embryo development, they also play a minor role in promoting transition from vegetative to reproductive growth in *A*. *thaliana* (Nodine and Bartel 2010). While *SPL13* also functions in transition from juvenile to flowering stage, *SPL6* is involved in other activities (Xu *et al.* 2016). *SQUAMOSA PROMOTER-BINDING PROTEIN-LIKE* genes are highly expressed upon flowering in *A. thaliana* (Schmid *et al.* 2003). In contrast, miR156 expression peaks in seedlings (Xu *et al.* 2016).

There are five *MIR172* loci in *A*. *thaliana*, and they are weakly expressed in vegetative growth and strongly expressed in reproductive growth; thus, the level of proteins and/or transcripts of their targets, the *APETALA2* (*AP2*)-like genes, fluctuate inversely during growth (Aukerman and Sakai 2003; Chen 2004; Zhu and Helliwell 2011). It is interesting that *MIR172D* is highly expressed in SAMs while *MIR172A*/*B* is only expressed in leaf vasculature (Lian *et al.* 2021; O’Maoileidigh *et al.* 2021). *MIR172* overexpression causes early flowering (Aukerman and Sakai 2003; Chen 2004), while overexpression of *AP2*-like targets of miR172 represses flowering (Aukerman and Sakai 2003; Lauter *et al.* 2005). Moreover, loss of function of *AP2*-like genes accelerates flowering Evans *et al.* 1994; Moose and Sisco 1994; (Aukerman and Sakai 2003). Finally, *MIR172* genes can be activated by *SPL*s (Wu *et al.* 2009), and accordingly the miR172 level is greatly reduced in the *spl15* mutant (Hyun *et al.* 2016).

Lycophytes are sporophyte-dominant like flowering plants, but the former diverged 400 million years ago (MYA) (Banks *et al.* 2011). *Selaginella* is a lycophyte and produces sporangia in fertile shoots (Bonacorsi and Leslie 2019). There are two types of shoots in *Selaginella nipponica*, namely early prostrate shoots and later erect shoots, which can generate yellowish megaspores and reddish microspores (Fig. 1). Moreover, there are abundant rhizophores in the prostrate shoots while microphylls are sparsely arranged in erect shoots. Thus, this species provides an opportunity for the evolutionary study of developmental genetics, and particularly for exploring the conservation of miR156–SPL and miR172–AP2 interactions in vascular plants (Fig. 1). This study sequenced and analysed the transcriptomes of prostrate and erect shoots in *S*. *nipponica* and found that genes may be differentially expressed in the prostrate and erect shoots, which suggested some distinctive activities occurring in each type of shoot. *SQUAMOSA PROMOTER-BINDING PROTEIN-LIKE* genes were weakly expressed in the prostrate shoots but highly expressed in the erect shoots. In contrast, *AP2*-like genes were more highly expressed in the prostrate relative to the erect shoots.

**Figure 1.**
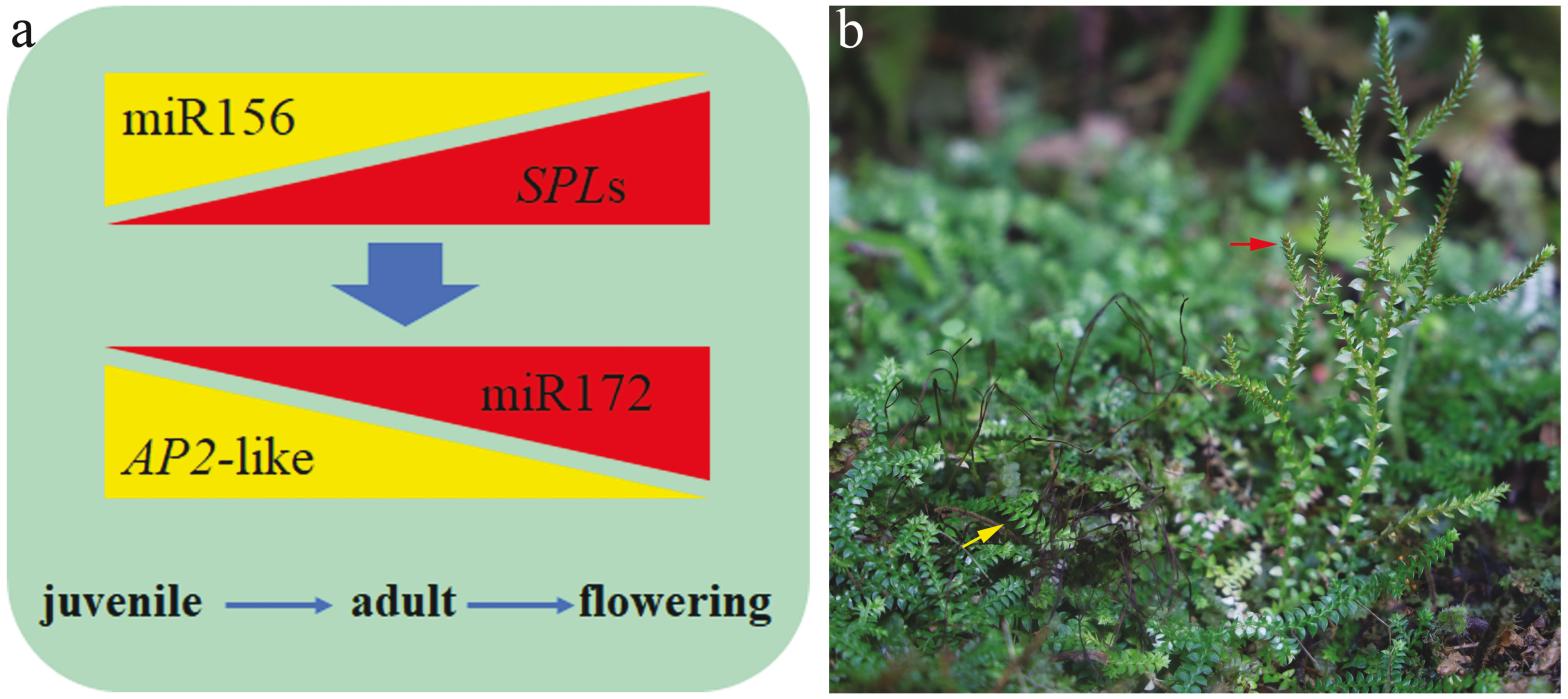
Genetics of growth phase transition in *Selaginella nipponica*. (A) Genes regulating phase transition in flowering plants. Regulation of genes by miRNAs is depicted by pairs of triangles pointing in opposite directions, and activation of *MIR172* by *SPL*s is shown by a wide arrow; the three main growth phases of flowering plants are presented below. (B) *Selaginella nipponica* growing in natural habitat. Prostrate shoots are indicated by the yellow arrow and erect shoots by the red arrow.

## Materials and Methods

### Collection of specimens

*Selaginella nipponica* specimens were collected from a single population growing in a natural habitat at 6:00 pm (Beijing Time Zone) in May 2019, with the prostrate shoots and the erect shoots including sporangia being separately harvested into liquid nitrogen. Samples were then stored at −80 °C and transported on dry ice. Three subsamples of each sample were taken, which served as the biological replicates.

### Sequencing of transcriptomes

A CTAB method was employed to extract RNA for transcriptomic analysis (Jordon-Thaden *et al.* 2015), and the Hiseq X platform was used for sequencing (Illumina, San Diego, CA, USA). Libraries were constructed via mRNA purification and fragmentation, cDNA synthesis with random primers, and adaptor ligation and filtration. Sequencing was performed on both ends, producing two reads around 150-bp long for every clone insert. The Trinity v2.0.6 software ‘min_kmer_cov 2’ was used to assemble transcripts (Haas *et al.* 2013), and the longest transcripts were designated as unigenes. NR (http://ncbi.nlm.nih.gov/), SwissProt (http://www.gpmaw.com/html/swiss-prot.html) and TrEMBL (https://www.uniprot.org/news/2004/03/02/full) databases were used to identify conserved proteins, while TransDecoder was used to annotate novel unigenes. BUSCOv5.1.3 was run under the transcriptome mode and against viridiplantae_odb10 (Simao *et al.* 2015). Clean reads were stored in the National Center for Biotechnology Information (NCBI, Bethesda, MD, USA) with the accession number GSE164112.

### Identification and annotation of differentially expressed genes

Read counts of unigenes were supplied to DESeq2 (http://www.r-project.org/). Differentially expressed genes (DEGs) between the prostrate shoots and the erect shoots were determined according to the adjusted *P*-value (namely *Q*-value) < 0.05 and |log2FoldChange| > 1. Preferentially expressed genes (PEGs) for a certain sample were DEGs that were upregulated in that sample. Functional annotation of PEGs was carried out using Uniprot (https://www.uniprot.org), KEGG (http://www.kegg.jp) and COG (https://www.ncbi.nlm.nih.gov/COG/). Expression level was calculated as transcripts per million reads (TPM) for each unigene.

### Construction of phylogenetic trees

The blastp program was used and an empirical *E*-value of 1*e*-005 was used to collect similar sequences under multiple queries including *SPL3* from *A*. *thaliana*. The hmmer3.0 program was used to identify SBP domains and CLUSTAL W was used to align them (Thompson *et al.* 1994). The FastTree program was used to construct phylogenetic trees (Price *et al.* 2009). To search for miR156 and miR172 binding sites, transcript sequences of genes were retrieved from TAIR (https://www.arabidopsis.org), Ensembl Plants (http://plants.ensembl.org/index.html), FernBase (https://www.fernbase.org) and FIMO (http://meme-suite.org/tools/fimo) (‘fimo --oc --verbosity 1 --thresh 1.0E-4’).

### Reverse transcription quantitative polymerase chain reaction

cDNA was synthesized from RNA remaining from the construction of transcriptome libraries, with the aid of the PrimeScript II reverse transcriptase (TAKARA, Beijing, China) and the poly(T) primer. The TB Green Advantage qPCR Premix (TAKARA) was used, and a 10 μL reaction system was constituted by 1.8 μL water, 5 μL Premix, 0.2 μL ROX dye, 2 μL pairs of primers and 1 μL template cDNA. The PCR procedure consisted of an initial denaturation at 95 °C for 7 min, followed by 45 cycles at 95 °C for 5 s, 60 °C for 30 s and a final dissociation. The instrument used was an PikoReal fluorescence reverse transcription quantitative polymerase chain reaction (RT-qPCR; Thermal Fisher Scientific, Shanghai, China). The threshold Cq (Ct) was subtracted for tested genes by referring to an actin gene, and relative expression levels were calculated using the 2^−ΔCt^ method, thus providing data for statistical analysis and fold-change computation (Schmittgen and Livak 2008). Prism (GraphPad Software, San Diego, CA, USA) was used for unpaired Student’s *t*-tests and to calculate the one-tailed *P*-value. For miR156, small RNA fragments were prepared from fresh total RNA using RNAzol (MRC, Cincinnati, OH, USA), and mature miRNA was added to a poly(A) tail and then reverse-transcribed using mRQ Enzyme Mix (TAKARA). A U6 gene was employed to control the expression level. RT-qPCR used the same three biological replicates from the prostrate and erect shoots, and there were at least three technical replicates for each of them.

## Results

### Transcriptomes of the prostrate and erect shoots

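The RNA-seq experiment compared the prostrate and erect shoots of *Selaginella nipponica*, a spikemoss whose early shoots creep along the ground and whose later upright shoots bear sporangia. The plants grew wild in a single population. There were 3 libraries of the prostrate shoots, which according to the sample labels carried emerging roots, and 3 libraries of the erect shoots with their sporangia. The paper took 3 subsamples of each type of shoot as the biological replicates, so the spread between libraries is the spread between such subsamples. Polyadenylated RNA was fragmented, copied into cDNA with random primers and sequenced from both ends. The paper names the HiSeq X platform, whereas the sample labels name other HiSeq models. No genome was involved. Reads were assembled with Trinity, a program that joins overlapping reads into transcripts, and the longest transcript of each gene was its unigene. The authors deposited an estimated count of fragments for each unigene and library, not normalized for library size or transcript length. The counting program is not given in the sources used here. Total counts were between 15679196 and 17584167 in the prostrate shoots, with a median of 16471166, and between 18001174 and 20244006 in the erect shoots, with a median of 18314062. Table 1 gives reads rather than counts, and the values here use the counts.

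The estimated counts were rounded to whole numbers. Unigenes with low counts were removed with edgeR's filterByExpr at a minimum count of 10 and a minimum total of 15, which left 23275 unigenes with between 98.3 and 98.9% of the counts of each library. Libraries were scaled by the TMM method, with factors between 0.935 and 0.979 in the prostrate shoots and between 1.03 and 1.04 in the erect shoots. Expression levels are given as CPM, the counts of a unigene relative to the scaled total of its library, as mean ± SD over 3 libraries. Transcript lengths were not used here, so no TPM was computed, and CPM values of different unigenes also reflect their lengths. Log2 fold changes compare the erect with the prostrate shoots, so positive values are higher in the erect shoots. Each was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 23275 unigenes. DEGs had an adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds in the methods of the paper.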

Three libraries each were sequenced for the prostrate shoots and the erect shoots of the lycophyte *S*. *nipponica*, and the results were combined to provide a transcriptome for each type of shoot (Table 1). 

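The deposited counts covered 206768 unigenes, which belong to 178482 Trinity components, groups of assembled transcripts that share sequence. After rounding, 213 unigenes had no count in any library. A count in all 6 libraries was found for 29674 unigenes, and 63064 had a count in 1 library only. Over the 6 libraries together, 150170 unigenes had fewer than 10 counts, so most unigenes were too rare for a comparison at this depth. Each library had a count for between 87548 and 107568 unigenes, and at least 10 counts for between 21352 and 26954. The estimated counts of a library were set against its clean read pairs, from the read numbers in Table 1. These numbers were taken as single reads, so that each pair accounts for 2 of them, which Table 1 does not state, and the shares would be smaller if they were pairs. They amounted to 85.3, 71.6 and 89.5% of the pairs in prostrate replicates 1, 2 and 3, and to 81.9, 82.9 and 85.8% in erect replicates 1, 2 and 3. Over all libraries the share was 82.6%.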

A total of 206 768 unigenes were identified, and 91.6 % of the clean reads could aligned to these unigenes. Of these, 94.3 % unigenes were assigned an ortholog in the BUSCO analysis, with 80.9 % unigenes being assigned a complete and single copy ortholog, 0.9 % a complete and duplicated ortholog and 12.5 % a fragmented ortholog. Unigenes were long as 469 bp in terms of N50 and 222 bp in N90, with a maximum of 25 386 bp, minimum of 201 bp and average of 438 bp. There were 185 363 unigenes that potentially code for proteins, 107 452 of which might encode conserved proteins. 

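Replicates were compared before they were averaged. The counts of each pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom between 22.2 and 87.2, so no library was a copy of another. Across the 23275 unigenes, which are not independent replicates, Spearman's rho was between 0.932 and 0.954 for pairs of prostrate libraries and between 0.951 and 0.967 for pairs of erect libraries. It was between 0.855 and 0.890 for pairs of libraries of different shoot types. The Euclidean distance on log2(CPM + 1) had a mean of 104 within the prostrate shoots, 79.0 within the erect shoots and 156 between them. Between-group distances exceeded within-group distances by 64.8 on average (one-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The biological coefficient of variation, the relative spread of expression between replicates beyond counting noise, was 0.425 in the prostrate and 0.317 in the erect shoots.

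A principal component analysis of the CPM of 206555 unigenes, each scaled to unit variance, placed 29.5% of the variance on principal component 1, 20.8% on component 2 and 19.0% on component 3. Scores on component 1 were between -325.5 and -136.7 for the prostrate libraries and between 160.2 and 304.3 for the erect libraries. Without scaling, on linear CPM, component 1 took 62.7% of the variance. It separated the types of shoots without overlap in 10 of 10 settings.

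**Figure D1:**
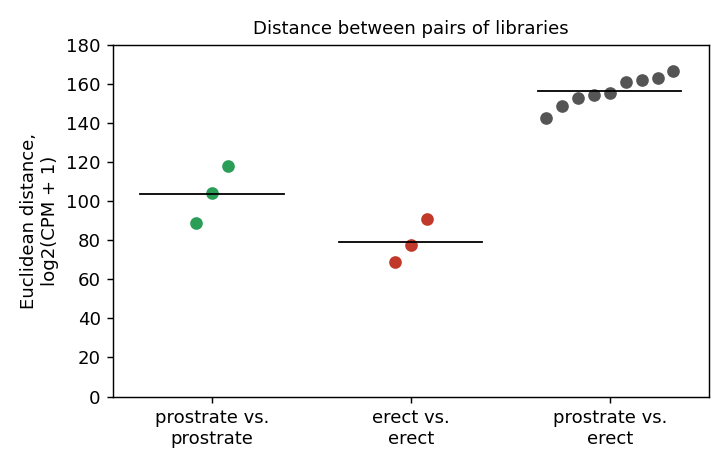
Euclidean distance between pairs of libraries on log2(CPM + 1), with points for pairs of prostrate libraries, pairs of erect libraries and pairs of different shoot types, and lines for the means. Distances between shoot types lie from 142.3 to 166.4, above the 88.8 to 117.7 of the prostrate pairs and the 68.7 to 90.8 of the erect pairs.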

The expression level was constant for unigenes across biological replicates but differed between samples (Fig. 2A). There were numerous DEGs (Fig. 2B), including 972 unigenes that were upregulated in the prostrate shoots and thus considered PEGs. Likewise, 1303 unigenes were upregulated in the erect shoots and were their PEGs.

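Of the 23275 unigenes tested, 1236 were DEGs with higher expression in the prostrate shoots, and they lay in 1113 Trinity components. Their median absolute log2 fold change was 2.10, with quartiles of 1.42 and 2.99. In each of the 1236 unigenes the lowest prostrate library lay above the highest erect library. Groups did not overlap in 36.2% of all tested unigenes, where chance gives 10%. These DEGs held 11.0% ± 0.216 (SD, n = 3) of the counts of the prostrate libraries and 4.01% ± 0.587 (SD, n = 3) of those of the erect libraries. The smallest adjusted p belonged to DN96547_c0_g1, with 830 ± 176 CPM in the prostrate and 17.6 ± 4.84 CPM in the erect shoots (log2 fold change -5.56, standard error 0.309, adjusted p = 7.38e-05). DN101494_c0_g3 followed with 260.0 ± 74.3 CPM and 9.05 ± 0.172 CPM (log2 fold change -4.84, standard error 0.271, adjusted p = 7.4e-05).

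The number of DEGs moved most when no filter on low counts was applied, which gave 3470. DESeq2, the program named in the methods of the paper, called 2167, of which 1169 were among the 1236 and 674 had been removed by the filter. Without erect replicate 1 the number was 634, and without erect replicate 2 it was 698. The median log2 fold change of all tested unigenes was -0.01 with TMM scaling and 0.10 with library totals alone.

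**Figure D2:**
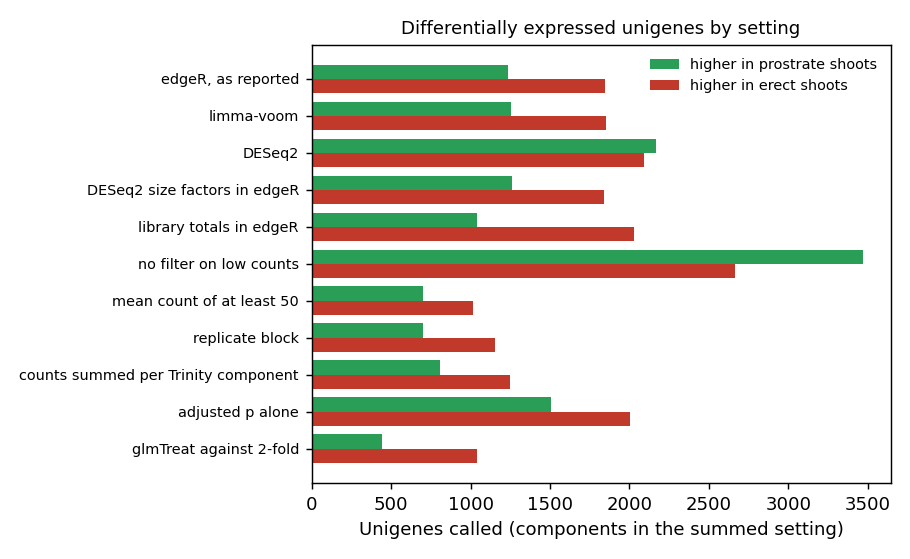
Number of DEGs in each direction under edgeR as reported and under 10 other settings of the test, scaling, filter, design or threshold, with Trinity components in place of unigenes where counts were summed. As reported, 1236 unigenes were higher in the prostrate and 1847 in the erect shoots, and with DESeq2 the numbers were 2167 and 2091.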

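In the other direction, 1847 of the tested unigenes in 1622 Trinity components were higher in the erect shoots, with a median absolute log2 fold change of 2.88 and quartiles of 1.82 and 4.55. The types of shoots did not overlap in 1846 of them. Their share of all counts was 1.40% ± 0.0245 (SD, n = 3) in the prostrate and 11.2% ± 0.669 (SD, n = 3) in the erect shoots. The smallest adjusted p was that of DN100944_c0_g3. It had 7 counts in the prostrate libraries together and between 62196 and 88035 in each erect library, or 0.146 ± 0.087 CPM against 3995 ± 693 CPM (log2 fold change 14.66, standard error 0.440, adjusted p = 2.72e-05). DN97709_c1_g1 rose from 0.422 ± 0.0477 CPM to 130.6 ± 20.3 CPM (log2 fold change 8.25, standard error 0.264, adjusted p = 2.72e-05). The most abundant unigene of the erect shoots, DN102912_c0_g5, took 0.681% of their counts, with between 112995 and 145451 counts per library, and had between 3 and 18 counts in the prostrate libraries. In the prostrate shoots the most abundant unigene was DN101362_c1_g1, with 0.887% of the counts against 0.533% in the erect shoots. Its log2 fold change of -0.84 (standard error 0.162, adjusted p = 0.0129) did not pass the fold-change threshold. DESeq2 called 2091 unigenes in this direction, 1666 of them shared with edgeR.

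From the counts of the 6 libraries the paper takes unigenes past both thresholds as DEGs, assigns each to the type of shoot in which it was upregulated as a PEG, and bases its functional annotation on these lists.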

**Table 1.** Basic data of the transcriptomic sequencings. Y1, Y2 and Y3 were three samples of the prostrate shoots, and Z1, Z2 and Z3 were three samples of the erect shoots.

	The prostrate shoots			The erect shoots		
	Y1	Y2	Y3	Z1	Z2	Z3
Raw reads	39 869 072	45 816 802	40 565 992	51 674 106	44 970 426	44 193 362
Clean reads	38 609 838	43 799 192	39 314 834	49 441 246	43 431 710	42 717 476
Read length	142.5	143.96	146.67	144.34	145.34	143.86
Q30 proportion	95.72 %	95.11 %	95.40 %	95.39 %	95.62 %	95.54 %
Ambiguity percent	0.00 %	0.00 %	0.00 %	0.00 %	0.00 %	0.00 %
GC content	51.06 %	51.01 %	50.90 %	51.48 %	51.18 %	51.00 %

**Figure 2.**
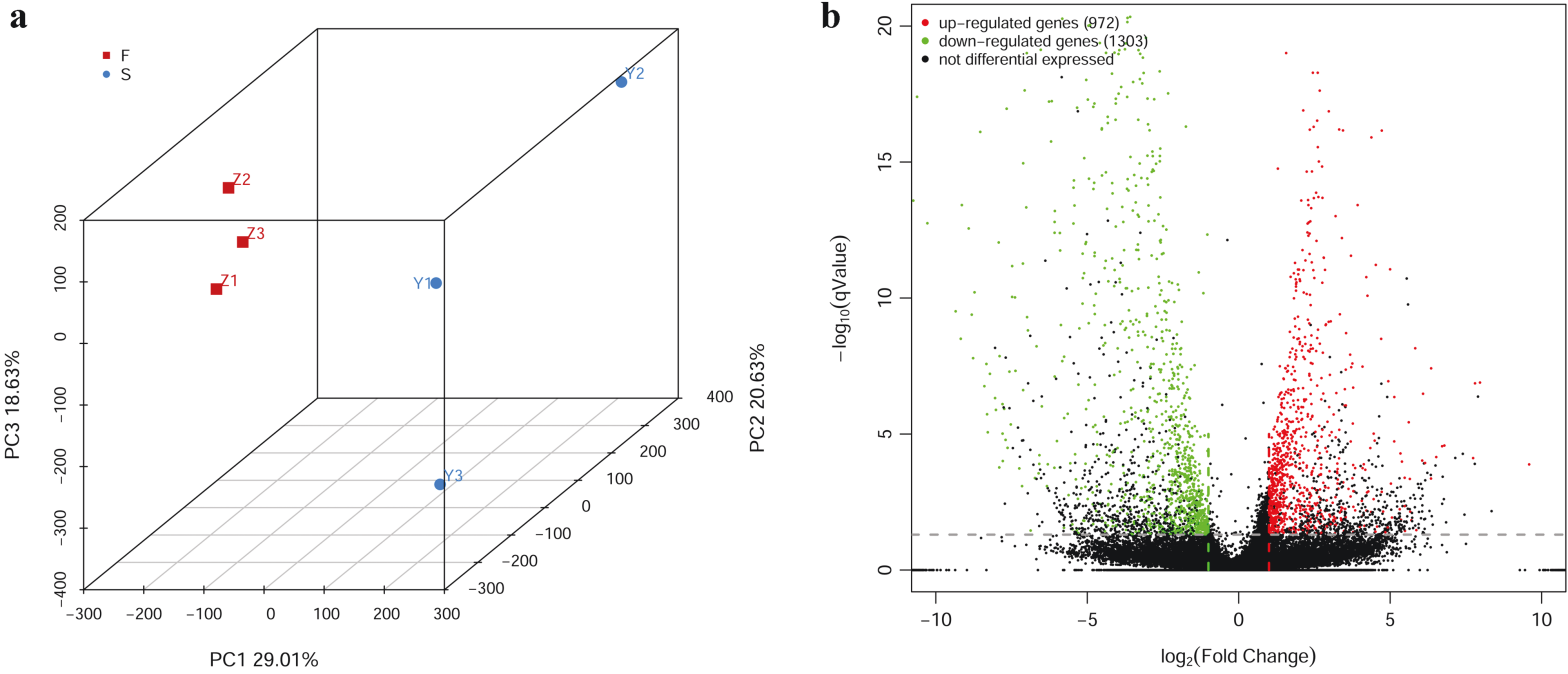
Analysis of TPM values and counts. (A) Principal component analysis of TPM values. Names of samples are shown. (B) Comparison of unigenes from the prostrate and the erect shoots based on read counts.

### GO annotations of the PEGs

For PEGs in the prostrate shoots, GO:0009755 (hormone-mediated signalling pathway) had the highest significance among terms relating to biological process **[see****Supporting Information—Fig. S1A]**. Similar terms such as GO:0009725 (response to hormone), GO:0032870 (cellular response to hormone stimulus), GO:0071365 (cellular response to auxin stimulus) and GO:0009733 (response to auxin) also had a *Q*-value lower than 1.00*e*-07. GO:0009699 (phenylpropanoid biosynthetic process) and GO:0009698 (phenylpropanoid metabolic process) were also enriched to the same order of magnitude. GO:0006952 (defence response), GO:0031408 (oxylipin biosynthetic process) and GO:0031407 (oxylipin metabolic process) were the next most significant terms with a *Q*-value around 1.00*e*-06, but did not have a significant *Q*-value in the erect shoots. Terms relating to cellular components that ranked highest in the prostrate shoots included GO:0031224 (intrinsic component of membrane), GO:0016021 (integral component of membrane), GO:0044425 (membrane part) and several other terms concerning plastids and chloroplasts. Among these, GO:0046658 (anchored component of plasma membrane) had a larger *Q*-value in the prostrate shoots relative to the erect shoots (1.48*e*-06 vs. 1.53*e*-10). Among terms related to molecular function, GO:0046906 (tetrapyrrole binding) and GO:0020037 (haem binding) showed the most significant enrichment. GO:0003700 (DNA-binding transcription factor activity) and GO:0004497 (monooxygenase activity) showed high enrichment in the prostrate shoots but had *Q*-values close to or even higher in the erect shoots. GO:0042973 (glucan endo-1,3-beta-D-glucosidase activity) and several related terms showed significant enrichment in the prostrate shoots, whereas GO:0008422 (beta-glucosidase activity) had no *Q*-value in the erect shoots.

For PEGs in the erect shoots, the most significant term within the biological process category was GO:0048229 (gametophyte development), and the similar GO:0009555 (pollen development) was also highly enriched **[see****Supporting Information—Fig. S1B****]**. These were also evident in the prostrate shoots but with a much larger *Q*-value. For example, the *Q*-value for GO:0009555 was 1.10*e*-07 in the prostrate shoots and 1.90*e*-13 in the erect shoots. GO:0048608 (reproductive structure development), GO:0061458 (reproductive system development), GO:0010154 (fruit development) and GO:0009908 (flower development) were also significantly enriched in the erect shoots. GO:0048367 (shoot system development) had a *Q*-value of 1.76*e*-09 in the erect shoots and 0.0008 in the prostrate shoots, and the situation was the same for GO:0046373 (L-arabinose metabolic process). Among terms related to cellular components, GO:0005618 (cell wall), GO:0030312 (external encapsulating structure), GO:0012511 (monolayer-surrounded lipid storage body) and GO:0042735 (protein body) ranked highest in the erect shoots while they were absent in the prostrate shoots. Among terms related to molecular function, GO:0045735 (nutrient reservoir activity) and GO:0046556 (alpha-L-arabinofuranosidase activity) were significantly enriched in the erect shoots while they did not appear in the prostrate shoots.

### KEGG and KOG annotations of the PEGs

Preferentially expressed genes in the prostrate shoots were associated with four metabolic pathways: ko00940 (phenylpropanoid biosynthesis), ko04075 (plant hormone signal transduction), ko00592 (alpha-linolenic acid metabolism) and ko04016 (MAPK signalling pathway) **[see****Supporting Information—Fig. S2A****]**. Preferentially expressed genes in the erect shoots were associated with three metabolic pathways: ko00010 (glycolysis/gluconeogenesis), ko00040 (pentose and glucuronate interconversions) and ko00940 **[see****Supporting Information—Fig. S2B****]**. Preferentially expressed genes in the prostrate shoots were associated with four clusters of homologous proteins, namely Q (secondary metabolite biosynthesis, transport and catabolism), I (lipid transport and metabolism), E (amino acid transport and metabolism) and G (carbohydrate transport and metabolism). Preferentially expressed genes in the erect shoots were associated with six clusters of homologous proteins, namely Q, P (inorganic ion transport and metabolism), E, G, M (cell wall/membrane/envelope biogenesis) and L (replication, recombination and repair).

### Phylogeny and expression of *SPL*s and *AP2*-like genes

*SQUAMOSA PROMOTER-BINDING PROTEIN-LIKE* genes are found in algae and constitute a gene family consisting of four major clades (Fig. 3A). The miR156 clade is the largest and characterized by the miR156 binding site. Genes within the RTYF clade possess a 13-aa motif before the SBP domain, as exemplified by RIGLNLGGRTYFS in SPL8 from *A. thaliana*. The Azfi_s0173.g055767 gene of the fern *Azolla imbircata* could not be unambiguously assigned despite possessing a miR156 binding site and simultaneously lacking the RTYF motif. The TIG clade contains proteins possessing a TIG-domain-like region before the SBP domain; in contrast, an Ank2-domain-like region follows the SBP domain in the Ank2 clade. There are two *SPL*s in the alga *Klebsormidium flaccidum*, among which kfl00107_0150_v1.1 lacks any of the above-mentioned conserved regions including the miR156 binding site, with the exception of the SBP domain, while kfl00979_0030_v1.1 resembles members of the TIG clade. There were 11 *SPL*s in our transcriptomes of *S*. *nipponica*, while just nine *SPL*s were found in the genome of *S*. *moellendorfii*, with DN100333_c1_g1 and DN102464_c4_g1 having no equivalent in the latter. Of these 11 *SPL*s, five were in the miR156 clade, four in the RTYF clade, one in the TIG clade and the last one in the Ank2 clade. However, DN100480_c3_g6 located within the miR156 clade did not possess a miR156 binding site in its complete coding sequence or in its 600-bp-long 3ʹ UTR. *AP2*-like genes of green plants including algae can be divided into the euAP2 and the ANT clade (Fig. 3B). There were eight *AP2*-like genes in *S*. *nipponica* while only seven such genes were found in the genome of *S*. *moellendorfii*, and there were two genes in the euAP2 clade in *S*. *nipponica*.

**Figure 3.**
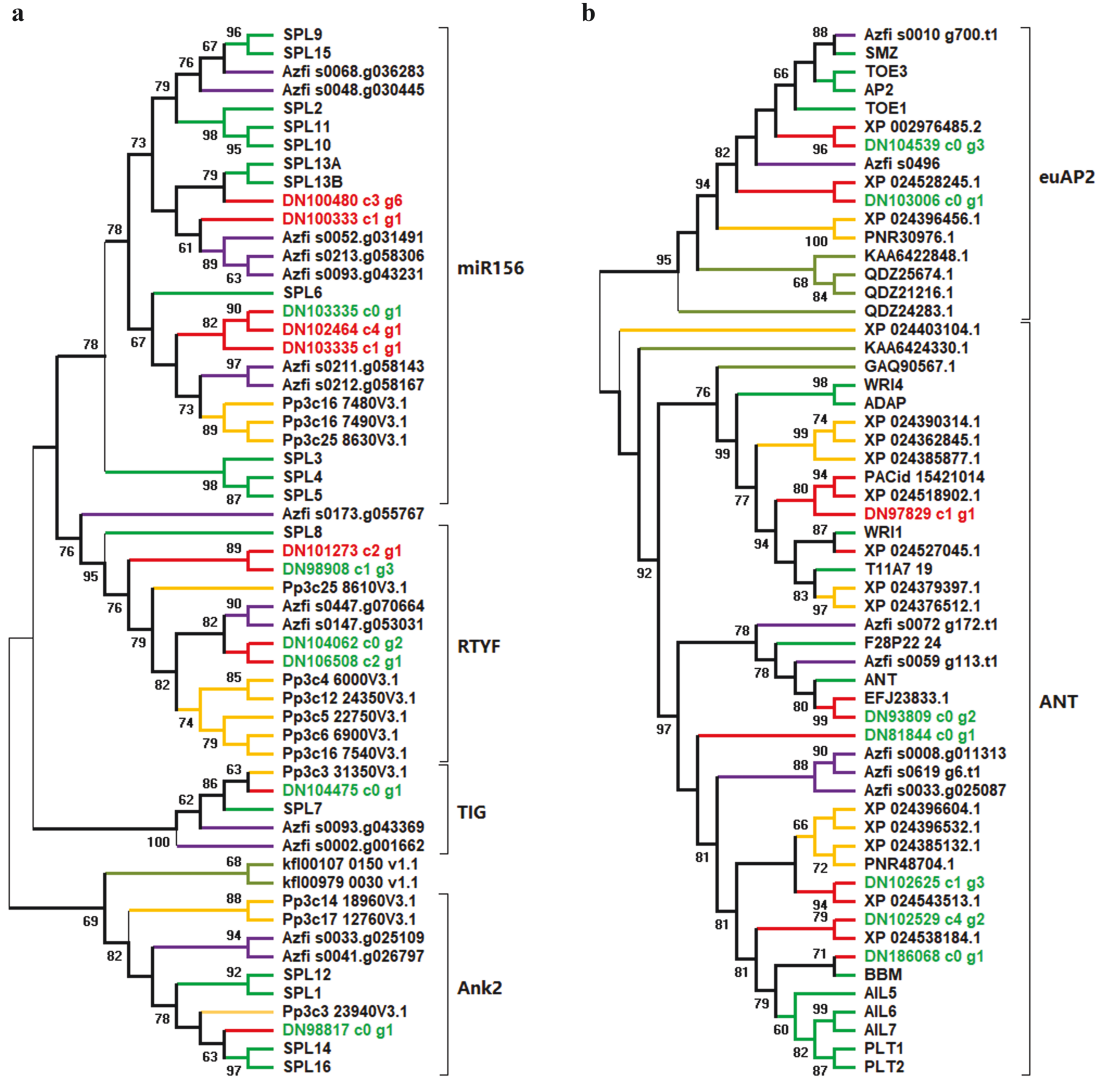
Phylogeny of *SPL*s (A) and *AP2*-like genes (B). Numbers along branches indicate support values for genes from *Arabidopsis* (green), *Azolla imbricate* (purple), *Selaginella nipponica* (red), *Physcomitrella patens* (yellow) and *Klebsormidium flaccidum* (olive). Genes from *S*. *nipponica* that were upregulated in the erect shoots are indicated in red, while those in the prostrate shoots are in green. Major clades are delimited by brackets.

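Beyond the miR156 clade, the tree of *SPL*s in Fig. 3 prints 6 unigenes of *S. nipponica*, 5 of them in green. DN106508_c2_g1 of the RTYF clade was the only one of these 5 past both thresholds, with 74.9 ± 21.6 CPM in the prostrate and 11.4 ± 0.743 CPM in the erect shoots (log2 fold change -2.71, standard error 0.262, adjusted p = 0.000732). The others had negative log2 fold changes that were not significant. DN104062_c0_g2 of the RTYF clade had 28.8 ± 2.25 CPM in the prostrate and 20.9 ± 4.16 CPM in the erect shoots (adjusted p = 0.192), and DN98908_c1_g3 of the same clade had 26.9 ± 10.8 and 20.5 ± 2.12 CPM (adjusted p = 0.484). DN104475_c0_g1 of the TIG clade had 242.7 ± 53.7 and 193.5 ± 22.2 CPM (adjusted p = 0.358), and DN98817_c0_g1 of the Ank2 clade had 367 ± 117 and 329.5 ± 46.5 CPM (adjusted p = 0.758). With each library left out in turn, these 4 log2 fold changes stayed below 0, the closest being -0.02 for DN98817_c0_g1. Without prostrate replicate 3, DN98908_c1_g3 had a log2 fold change of -0.72 and an adjusted p of 0.0374, and over its alternatives the adjusted p ranged from 0.0374 to 0.745.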

Among the *SPL*s, DN100480_c3_g6 had a mean TPM of 30.94 in the prostrate shoots and 46.22 in the erect shoots, but this difference was not significant. 

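DN100480_c3_g6 had between 884 and 1343 counts in each prostrate library and between 1682 and 2191 in each erect library. Scaled, these were 70.5 ± 16.6 CPM (SD, n = 3) in the prostrate and 96.8 ± 7.79 CPM (SD, n = 3) in the erect shoots. The log2 fold change of 0.46 (standard error 0.214) had an adjusted p of 0.205 from edgeR's quasi-likelihood test, and DESeq2 gave an adjusted p of 0.413. Each erect library was higher than each prostrate library (exact permutation test, two-sided p = 0.1, the smallest p possible for 3 against 3). The log2 fold change stayed between 0.26 and 0.58 with each library left out in turn.

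**Figure D3:**
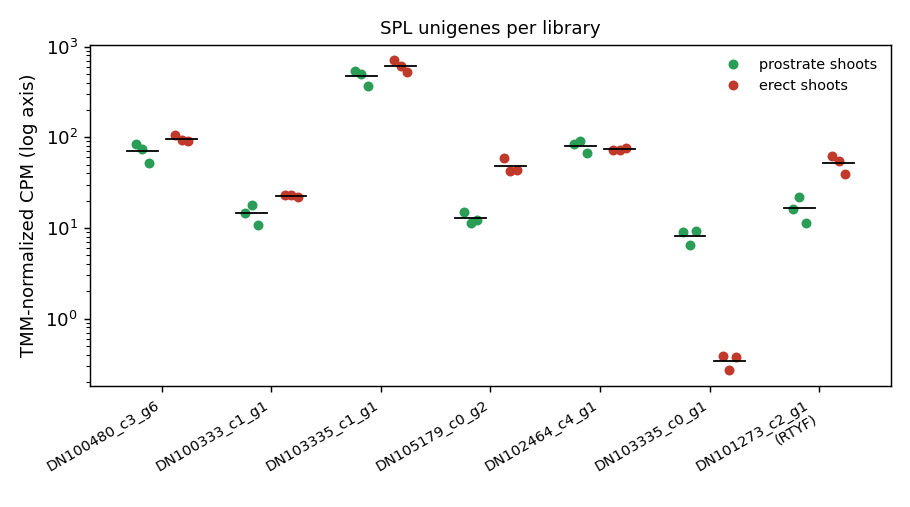
TMM-normalized CPM, on a log axis, of 6 *SPL* unigenes and of DN105179_c0_g2, which overlaps DN103335_c1_g1 in sequence, with a point per library and a line at the mean of the prostrate or the erect shoots. The groups lie apart for DN105179_c0_g2, DN103335_c0_g1 and DN101273_c2_g1, and lie close together or overlap for DN100480_c3_g6, DN100333_c1_g1, DN103335_c1_g1 and DN102464_c4_g1.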

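For DN100333_c1_g1, which the paper also places in the miR156 clade, expression was 14.5 ± 3.6 CPM (SD, n = 3) in the prostrate and 22.8 ± 0.697 CPM (SD, n = 3) in the erect shoots, without overlap between the libraries. The log2 fold change was 0.65 (standard error 0.233), and the adjusted p was 0.106 from edgeR's quasi-likelihood test over all tested unigenes. Adjusted over the list alone, that is over the 18 unigenes that the paper's text names, it was 0.0309, with the fold change still under the threshold. The study chose that list on these samples, so the value is not independent evidence. Over all genes tested 13 of the 18 were DEGs, and adjusted over the list alone the number was also 13.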

The situation was the same for DN100333_c1_g1. However, RT-qPCR revealed DN100480_c3_g6 was expressed about 3-fold higher in the erect shoots than in the prostrate shoots, and the situation was 7-folds for DN100333_c1_g1 (Fig. 4). DN103335_c1_g1 had a greater mean TPM value in the erect shoots albeit with an insignificant difference, and DN105179_c0_g2, which overlapped in sequence with DN103335_c1_g1, had a significantly larger TPM value in the erect shoots (*Q* = 3.87*e*-08). 

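DN103335_c1_g1 was the most abundant of the *SPL*s in the miR156 clade, with 469 ± 87.3 CPM (SD, n = 3) in the prostrate and 617 ± 90.1 CPM (SD, n = 3) in the erect shoots. Its log2 fold change was 0.40 (standard error 0.211, adjusted p = 0.264 from edgeR's quasi-likelihood test), and the libraries of the types of shoots overlapped. DN105179_c0_g2 had 13.0 ± 1.94 CPM in the prostrate and 48.3 ± 9.23 CPM in the erect shoots, with a log2 fold change of 1.90 (standard error 0.220, adjusted p = 0.00171 from the same test). With DESeq2 on the same counts its adjusted p was 3.87e-08. As the paper states that the unigenes overlap in sequence, the counting could have split reads between them, so both values are uncertain. Added together, the pair had 481.9 ± 88.1 CPM in the prostrate and 665.6 ± 98.4 CPM in the erect shoots. The part counted on DN105179_c0_g2 was 2.74% of the sum in the prostrate and 7.25% in the erect shoots.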

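DN102464_c4_g1, another *SPL* of the miR156 clade, differed little between the types of shoots. It had 80.7 ± 12.1 CPM (SD, n = 3) in the prostrate and 73.8 ± 1.51 CPM (SD, n = 3) in the erect shoots, a difference within the spread of the prostrate libraries. The log2 fold change was -0.13 (standard error 0.174, adjusted p = 0.679 from edgeR's quasi-likelihood test) and stayed between -0.27 and -0.06 with each library left out in turn.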

DN102464_c4_g1 had a mean TPM that was slightly higher in the erect shoots than in the prostrate shoots. 

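The largest change among the *SPL*s of the miR156 clade was in the opposite direction. DN103335_c0_g1 had 143, 94 and 155 counts in prostrate replicates 1, 2 and 3 and 8, 5 and 7 counts in erect replicates 1, 2 and 3. This was 8.22 ± 1.5 CPM (SD, n = 3) in the prostrate and 0.343 ± 0.0644 CPM (SD, n = 3) in the erect shoots. The log2 fold change was -4.55 (standard error 0.358, adjusted p = 0.000308 from edgeR's quasi-likelihood test), and it stayed between -4.71 and -4.40 with each library left out in turn.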

Finally, DN103335_c0_g1 had a mean TPM of 5.64 in the prostrate shoots while this value was just 0.27 in the erect shoots; this difference was replicated in RT-qPCR. 

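DN101273_c2_g1, which Fig. 3A places in the RTYF clade, had 16.5 ± 5.22 CPM (SD, n = 3) in the prostrate and 52.0 ± 11.4 CPM (SD, n = 3) in the erect shoots. Its log2 fold change was 1.65 (standard error 0.290, adjusted p = 0.00902 from edgeR's quasi-likelihood test). It was past both thresholds with each library left out in turn, at adjusted p values between 0.0138 and 0.0464.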

DN101273_c2_g1, which was outside the miR156 clade, was significantly preferentially expressed in the erect shoots in both RNA-seq and RT-qPCR. Meanwhile, miR156 was highly expressed in the prostrate shoots, with a fold change of about 16.95 (Fig. 4). 

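DN104539_c0_g3 and DN103006_c0_g1 are the unigenes of the euAP2 clade. DN104539_c0_g3 had 39.6 ± 12.3 CPM (SD, n = 3) in the prostrate and 9.00 ± 0.916 CPM (SD, n = 3) in the erect shoots, so expression in the prostrate shoots was 4.40-fold that in the erect shoots (log2 fold change -2.14, standard error 0.272, adjusted p = 0.00244 from edgeR's quasi-likelihood test). DN103006_c0_g1 had 43.3 ± 8.27 and 8.08 ± 1.8 CPM, a ratio of 5.36 (log2 fold change -2.42, standard error 0.249, adjusted p = 0.00101 from the same test). Both remained past both thresholds with each library left out in turn. Tested together with fry, a rotation test of a set of genes on the same fit, the pair was higher in the prostrate shoots with a mean log2 fold change of -2.28. The two-sided p of fry was 0.000953, and 0.00191 after Benjamini-Hochberg adjustment over the 2 sets of unigenes tested. Under limma's camera, a set test with a preset correlation of 0.01 between genes, p was 6.18e-05. The pair was taken from the paper, which reports both as higher in the prostrate shoots of these libraries. Both were also significant singly in the same fit, so the set tests are not independent evidence.

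**Figure D4:**
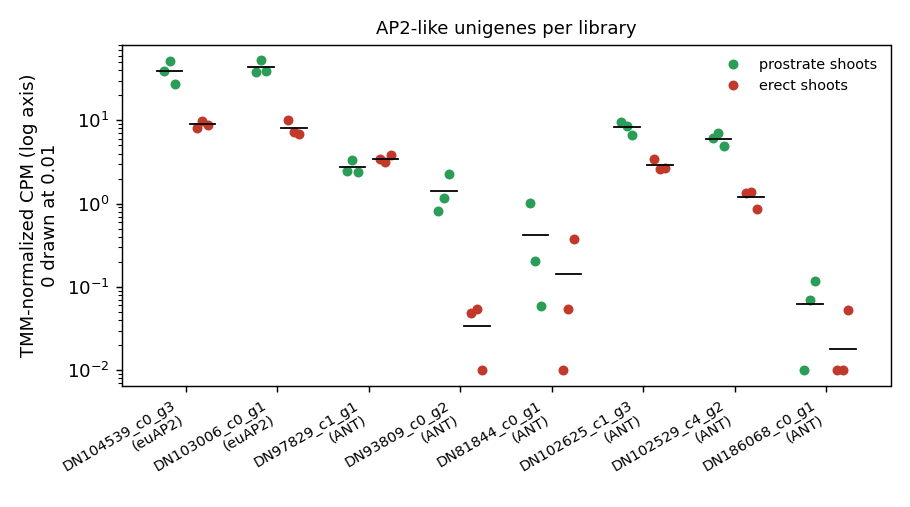
TMM-normalized CPM, on a log axis with 0 drawn at 0.01, of the *AP2*-like unigenes of the euAP2 and ANT clades, with a point per library and a line at the mean of the prostrate or the erect shoots. Each prostrate library is higher than each erect library for DN104539_c0_g3, DN103006_c0_g1, DN93809_c0_g2, DN102625_c1_g3 and DN102529_c4_g2.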

For *euAP2* genes, DN104539_c0_g3 and DN103006_c0_g1 expression was 2-fold higher in the prostrate shoots relative to the erect shoots, and this difference was significant. The same pattern was observed for the former gene in RT-qPCR (Fig. 4). All *ANT* genes except for DN97829_c1_g1 were also preferentially expressed in the prostrate shoots according to the TPM value. 

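Among the *ANT* unigenes printed in Fig. 3B, DN97829_c1_g1 had 2.73 ± 0.504 CPM (SD, n = 3) in the prostrate and 3.47 ± 0.345 CPM (SD, n = 3) in the erect shoots, a difference that was not significant (log2 fold change 0.34, standard error 0.305, adjusted p = 0.512 from edgeR's quasi-likelihood test). DN102529_c4_g2 had 6.04 ± 1.04 and 1.20 ± 0.298 CPM (log2 fold change -2.32, standard error 0.343, adjusted p = 0.00458). DN102625_c1_g3 had 8.26 ± 1.51 and 2.91 ± 0.482 CPM (log2 fold change -1.5, standard error 0.286, adjusted p = 0.0125), and it was no longer a DEG without erect replicate 2 (adjusted p = 0.0659) or without erect replicate 3 (adjusted p = 0.054). DN93809_c0_g2 was rare, with 68 counts in the prostrate and 2 in the erect libraries. The ratio of its counts per scaled total was 41.7, with an exact 95% interval from 11.1 to 351 that covers counting error only (adjusted p = 0.00603 from edgeR's quasi-likelihood test). The remaining unigenes were removed by the filter on low counts. DN81844_c0_g1 had 16, 3 and 1 counts in prostrate replicates 1, 2 and 3 and 0, 1 and 7 counts in erect replicates 1, 2 and 3. DN186068_c0_g1 had 3 counts in the prostrate and 1 in the erect libraries, so a difference was not detectable at this depth.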

Finally, DN97881_c0_g2 (which was close to *AGL67*), DN100108_c0_g1 (close to *CUC2*), DN101483_c0_g1 (close to *ARF2*) and DN101696_c0_g1 (close to a pathogenesis-related thaumatin gene) were differentially expressed between the two types of shoots in RNA-seq and/or RT-qPCR. 

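All 4 of these unigenes were DEGs in the counts. DN97881_c0_g2 had 2 counts in the prostrate libraries, both in replicate 1, and 363, 333 and 259 in erect replicates 1, 2 and 3. The ratio of counts per scaled total was 389, with an exact 95% interval from 107 to 3220 for counting error only (adjusted p = 0.000312 from edgeR's quasi-likelihood test). Without prostrate replicate 3 the ratio was 250 (interval from 69 to 2070). Without prostrate replicate 1 no prostrate count was left, and expression in the erect shoots was at least 172-fold higher, with 3 counts over the prostrate libraries as the bound. Another unigene of the same Trinity component, DN97881_c0_g1, had the same 2 counts in prostrate replicate 1 and between 61 and 90 in each erect library, and the counting could have split reads between them. DN100108_c0_g1 had 10.7 ± 4.61 CPM (SD, n = 3) in the prostrate and 98.4 ± 5.53 CPM (SD, n = 3) in the erect shoots (log2 fold change 3.21, standard error 0.326, adjusted p = 0.000943). DN101483_c0_g1 had 61.7 ± 23.7 and 184 ± 23.4 CPM (log2 fold change 1.58, standard error 0.304, adjusted p = 0.0131), and its adjusted p was 0.0557 without prostrate replicate 1. DN101696_c0_g1 changed the other way, with 162 ± 32.2 CPM in the prostrate and 19.5 ± 7.88 CPM in the erect shoots (log2 fold change -3.06, standard error 0.325, adjusted p = 0.00118).

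**Figure D5:**
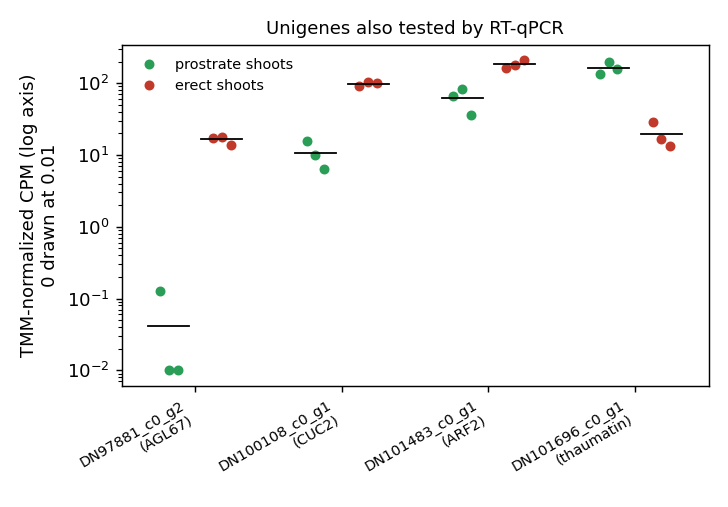
TMM-normalized RNA-seq CPM, on a log axis with 0 drawn at 0.01, of the unigenes close to *AGL67*, *CUC2*, *ARF2* and a thaumatin gene, with a point per library and a line at the mean of the prostrate or the erect shoots. DN101696_c0_g1 is higher in each prostrate library and the other 3 unigenes in each erect library.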

Differences in DN97881_c0_g2 and DN103335_c0_g1 were not significant in terms of *P* < 0.05, possibly because the fold change was 1.07 and 2.47 for these two, respectively, whereas other genes had fold changes ranging from 2.47 in DN100480_c3_g6 to 16.94 in DN104539_c0_g3. A low peak of expression level might also be responsible for the weak statistical power in the comparison between DN103335_c0_g1 and DN100480_c3_g6.

**Figure 4.**
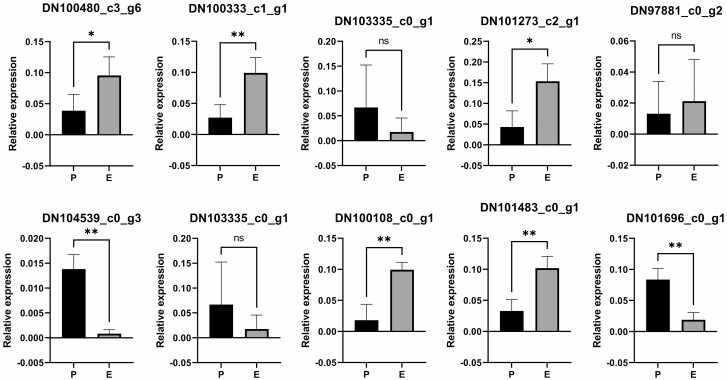
RT-qPCR validation. Genes were tested in the prostrate shoots (P) and in the erect shoots (E); relative expression and statistical symbols are shown, with *P < 0.05, **P < 0.01, ^ns^*P* > 0.01 in three biological replicates.

## Discussion

Lycophytes were the first vascular plants and diverged from euphyllophytes (ferns and seed plants) 400 MYA (Banks *et al.* 2011), and thus they are important in understanding plant evolution. *Selaginella nipponica* is characterized by prostrate shoots and erect shoots, with the former being juvenile and the latter being capable of producing sporangia. It is therefore attractive for studying the evolution of the growth phase transition.

Transcriptomic analysis revealed that there are numerous DEGs between the two types of shoots in *S*. *nipponica*, and that PEGs of certain types of shoots hint at some biological aspects. For example, a hormone response was indicated by PEGs in the prostrate shoots. Meanwhile, DN99249_c0_g1 is homologous to genes affecting shoot and root development in *A*. *thaliana* (Nakazawa *et al.* 2001; Takase *et al.* 2003), DN93544_c0_g1 is homologous to genes responding to salt stress (Balsemao-Pires *et al.* 2011), DN105307_c0_g2 is homologous to genes involved in removing chemical contaminants from environments (Gunning *et al.* 2014) and DN105334_c0_g2 is homologous to genes involved in the uptake of mineral ions from soils (Jakoby *et al.* 2004; Yuan *et al.* 2005). Thus, hormones possibly have further affected development and adaption of the prostrate shoots. Nevertheless, roots branch through the bifurcation of meristems in *Selaginella* species, suggesting the lack of auxin-driven formation of the lateral roots (Matsunaga *et al.* 2017; Fang *et al.* 2019; Ferrari *et al.* 2020). 

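In the counts each of these unigenes was a DEG with higher expression in the prostrate shoots. DN99249_c0_g1 had 16.6 ± 1.48 CPM (SD, n = 3) in the prostrate shoots and 7, 0 and 2 counts in erect replicates 1, 2 and 3 (log2 fold change -6.69, standard error 0.685, adjusted p = 0.000943 from edgeR's quasi-likelihood test). The ratio of its counts per scaled total was 106, with an exact 95% interval from 55.7 to 233 for counting error only. Without erect replicate 1, where 2 erect counts were left, it was 307 (interval from 84.7 to 2540). DN93544_c0_g1 had 120.7 ± 25.3 CPM in the prostrate and 16.2 ± 6.86 CPM in the erect shoots (log2 fold change -2.90, standard error 0.360, adjusted p = 0.00226). DN105307_c0_g2 had 231 ± 68.4 and 30.8 ± 10.9 CPM (log2 fold change -2.91, standard error 0.329, adjusted p = 0.00155). DN105334_c0_g2 was the least abundant of them in the prostrate shoots, with 6.09 ± 3.38 and 0.931 ± 0.457 CPM (log2 fold change -2.71, standard error 0.549, adjusted p = 0.0157). Its adjusted p rose to 0.0541 without erect replicate 1 and to 0.0637 without erect replicate 2.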

The identified functions of phenylpropanoid and oxylipin probably provide resistance against fungus infection and worm nibbling in *S*. *nipponica* (Walter 1989; Johnson *et al.* 2019), which is consistent with the simultaneous identification of a defence response from PEGs in the prostrate shoots. KEGG analysis further suggested the prostrate shoots may use alpha-linolenic acid metabolism to cope with diseases (R. R. Singh *et al.* 2019; U. B. Singh *et al.* 2019), along with MAPK signalling to integrate various signals including hormones to co-ordinate development and defence (Zhang *et al.* 2018). Overall, these predictions are consistent with the morphological characteristics and habitat of the prostrate shoots of *S*. *nipponica*.

The most significant function of erect shoots is gametophyte and pollen development. Consistent with this, we found many PEGs homologous to genes responsible for pollen formation in flowering plants, such as *XRI*, which protects chromosomes from extensive fragmentation in meiocytes (Dean *et al.* 2009), and *ACOS5*, *CYP703A2* and *MS2*, which are required for sporopollenin monomer biosynthesis (Morant *et al.* 2007; de Azevedo Souza *et al.* 2009). *AGL67* is required for seed desiccation tolerance in *A. thaliana*, but it may regulate vegetative desiccation tolerance in early land plants (Gonzalez-Morales *et al.* 2016). Moreover, *SPL8* affects both microsporogenesis and megasporogenesis in *A. thaliana* (Unte *et al.* 2003). L-arabinose metabolism is unique to the erect shoots, suggesting it may promote spore production and inhibit their germination (Yan *et al.* 2020). Genes related to the formation of the cell wall, lipid and protein bodies and the nutrient reservoir were significantly enriched in the erect shoots, which also appears to be involved in sporogenesis. KOGs in the erect shoots are involved in the biogenesis of the cell wall/membrane/envelope and replication/recombination/repair activity, which is apparently critical to mitosis and miosis during spore formation. Shoot development function was also significant in the erect shoots, and the involved homologs included *Arabidopsis MYB33*, which is essential for normal shoot formation but can retard root development (Millar and Gubler 2005; Xue *et al.* 2017), and *Arabidopsis ZP1*, which can inhibit root hair initiation and elongation (Han *et al.* 2019). Consistently, fewer rhizophores are found in the erect shoots relative to the prostrate shoots. Finally, the *CUC2* gene forms part of a pathway controlling the number of the lateral branches in *A. thaliana*, and *CCD8* is critical to strigolactone biosynthesis, which can repress branching (Umehara *et al.* 2008). This is interesting since the prostrate shoots of *S. nipponica* seem to be indeterminant while the erect shoots are determinant.

*SQUAMOSA PROMOTER-BINDING PROTEIN-LIKE* genes can be divided into four major clades characteristic of different domains in land plants, while there are two *SPL*s in the alga *K*. *flaccidum* with one containing a TIG domain and the other lacking any characteristic motifs other than the SBP domain. It is possible that the common ancestor of all green plants including algae contained two *SPL*s, with one leading to the TIG/Ank2 clade and the other to the RTYF/miR156 clade (Guo *et al.* 2008; Li *et al.* 2020). In the miR156 clade, there is one gene cluster in the moss *Physcomitrella patens*, two clusters in the lycophyte *S*. *nipponica*, three clusters in the fern *A*. *imbricate* and four to five clusters in the flowering plant *A*. *thaliana*, revealing that clusters in this clade have increased in number during evolution while other clades have been nearly evolutionarily static. Consistent with this, miR156–SPL interaction is extensively involved in growth and development in angiosperms (Jerome Jeyakumar *et al.* 2020). *Selaginella nipponica* has five *SPL*s in the miR156 clade; DN100333_c1_g1 and DN100480_c3_g6 are closely related to *Arabidopsis SPL13* and their expression was higher in the erect shoots, suggesting they may control the transition from vegetative to reproductive growth (Xu *et al.* 2016; He *et al.* 2018). 

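The *SPL*s of the miR156 clade were also tested as a set of 5, namely DN100480_c3_g6, DN100333_c1_g1, DN103335_c1_g1, DN102464_c4_g1 and DN103335_c0_g1. Their median log2 fold change was 0.40, higher in the erect shoots, whereas the mean was -0.64 because of DN103335_c0_g1. The fry test on edgeR's fit followed the mean, towards the prostrate shoots, and was not significant, as its two-sided p was 0.196. Without prostrate replicate 3 its p was 0.0331, in the same direction. Without DN103335_c0_g1, an alternative chosen from the paper's values for that unigene, the remaining 4 had a median log2 fold change of 0.43 and a mean of 0.34, and the direction turned to the erect shoots, where p was 0.119. For DN100333_c1_g1 and DN100480_c3_g6 the paper also found no significant difference in RNA-seq, but higher expression in the erect shoots by RT-qPCR. By RT-qPCR it reports more miR156 in the prostrate shoots. RT-qPCR was not analysed here. From the higher expression of both unigenes in the erect shoots and their relation to *SPL13*, the paper proposes a role of both in the shift to reproductive growth.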

Transcript slicing of *SPL*s by miR156 has been established in mosses (Arazi *et al.* 2005; Axtell *et al.* 2007), and this interaction plays a role in the transition of their gametophytic growth (Cho *et al.* 2012). miR156 is also found in *S*. *moellendorfii* (Axtell *et al.* 2007), and it is expressed anti-correlated with some *SPL*s discussed here; thus, it is possible that miR156-SPL drives the phase change of sporophytes evolutionarily at the first time in lycophytes. However, DN100480_c3_g6 lacks a miR156 binding site in both the coding region and 3ʹ UTR, whereas the binding motif is at most 50 bp after the stop codon in *Arabidopsis SPL3*/*4*/*5*.

*AP2*-like genes can be divided into the euAP2 and the ANT clades, and each clade contains genes from algae; thus, both clades have an origin in the common ancestor of green plants (Shigyo *et al.* 2006; Zumajo-Cardona and Pabon-Mora 2016; Kerstens *et al.* 2020; Zumajo-Cardona *et al.* 2021). In *S*. *nipponica*, DN104539_c0_g3 is closely related to the cluster of *Arabidopsis AP2*-like genes in the euAP2 clade, and it is also highly expressed in vegetative growth but not in reproductive growth, as in flowering plants (Zhu and Helliwell 2011), indicating that this gene may control the transition between growth phases. *AP2*-like genes are regulated via transcript degradation and translational repression in flowering plants, and miR172 controls these processes (Zhu and Helliwell 2011). *MIR172* originated in ancestral euphyllophytes after they had diverged from lycophytes (Zumajo-Cardona *et al.* 2021), and it can slice *AP2*-like transcripts in ferns (Axtell and Bartel 2005). Thus, *AP2*-like genes must have functioned in the absence of miR172 regulation in *S*. *nipponica*, implying a stepwise evolution of the mechanism controlling the growth phase transition of plants, which may be echoed by the unexpected lack of the miR156 binding site in one of its *SPL*s located within the miR156 clade.

## Supporting Information

The following additional information is available in the online version of this article—

**Figure S1.** The top 30 GO terms of PEGs. (A) GO terms of the prostrate shoots. (B) GO terms of the erect shoots.

**Figure S2.** The top 30 KEGG terms of PEGs. (A) KEGG terms of the prostrate shoots. (B) KEGG terms of the erect shoots.

plac018_suppl_Supplementary_Figure_S1 Click here for additional data file.

plac018_suppl_Supplementary_Figure_S2 Click here for additional data file.

## Data Availability

Sequencing data were deposited at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE164112.

How the deposited data were processed for this re-analysis (not part of the article)

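RNA-seq was analysed for 6 libraries of *Selaginella nipponica*, 3 of the prostrate shoots and 3 of the erect shoots. The authors assembled the reads with Trinity, kept the longest transcript of each gene as its unigene, and deposited estimated counts per unigene and library. These estimated counts were not normalized by the authors for library size or transcript length, and replicates were not pooled. The program that counted the reads, and its settings, are not given in the sources used here. Between 14200 and 16543 values per library were not whole numbers. Identifiers are the Trinity identifiers without their common prefix, as the paper writes them. Each column matched 1 library by the name used in Table 1 and in the sample labels. All columns with values were used.

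The estimated counts were rounded to whole numbers before any test, with R 4.3.3. The main test was edgeR 4.0.16 (glmQLFit and glmQLFTest) with TMM scaling and filterByExpr at a minimum count of 10 and a minimum total of 15, fitted on all 6 libraries with the type of shoot as the only term. Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1 defined DEGs, after the methods of the paper. Fold changes used edgeR's prior count of 0.125. Standard errors were derived from the log2 fold change without prior count and the F statistic. Where a group had at most 3 counts over its libraries, the ratio of counts per scaled total is given instead of a fitted fold change, with an exact 95% Clopper-Pearson interval for counting error only. Sets of genes were tested with fry from limma 3.58.1, and with camera as an alternative. Differences between libraries were measured on log2(CPM + 1), with an exact permutation test over the 10 splits of the libraries into 3 and 3, which cannot give a p below 0.1. The biological coefficient of variation was the square root of edgeR's common dispersion, estimated from the 3 libraries of each type of shoot.

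Unigenes were named by a rule set beforehand: each unigene that the paper's text names, those printed in the trees of Fig. 3 (single values only), in each direction the 2 DEGs with the smallest adjusted p whose groups did not overlap, and in each type of shoot the unigene with the largest share of counts. The paper's values for some of them had been seen when the rule was written.

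Depth was between 15679196 and 20244006 counts per library. At this depth 150170 of the 206768 unigenes had fewer than 10 counts in total, and levels near or below 1 CPM rest on few counts.

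The tests were run on simulated data first. Counts were drawn once for 23275 unigenes from the means and totals of the libraries, with 200 changed by known amounts. The spread of each unigene was the one that edgeR had estimated from these libraries. For the simulated comparison of erect against prostrate shoots, edgeR recovered 102 of the 200 (51%) with 7 false calls, limma-voom recovered 87 with 6 false calls, and DESeq2 recovered 130 with 54 false calls. DESeq2 tested 23275 simulated unigenes, and the other programs tested 22202 after the filter. As the draw also follows edgeR's own estimates, these numbers do not rank the programs on the real counts. With no change simulated, edgeR made 1 call, and 4.75% of the unigenes had an unadjusted p under 0.05.

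Alternatives were DESeq2 1.42.0 with its own size factors and filters, limma-voom, DESeq2 size factors or library totals in edgeR, no filter or a mean count of at least 50, the replicate number as a block, each library left out in turn, counts summed over the unigenes of a Trinity component, and other fold-change thresholds, and for the other results the scale, pseudocount or measure. They were chosen before the data were examined, except for DESeq2 followed by a mean count of at least 50. Figures were drawn with matplotlib 3.10.9.

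TPM values, GO, KEGG and KOG annotations, sequences and RT-qPCR measurements were not analysed here, so no values are given for the conclusions that rest on them. A genome was not used here, so no coordinates are given, and bias from GC content or transcript length was not examined.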

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

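For the patterns described here, the tests on sequencing depth and on another organism were chosen only after the results had been seen.

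Among the unigenes called higher in the erect shoots, 146 had no count in any prostrate library, and among those called higher in the prostrate shoots 30 had no count in any erect library. They stood out because the paper does not discuss them. The imbalance went with larger fold changes in the erect direction. The median absolute log2 fold change was 2.88 for the 1847 unigenes higher in the erect shoots and 2.10 for the 1236 higher in the prostrate shoots, a difference of 0.779, and both medians stayed the same with the unigenes at 0 placed at the bound of 3 counts over the group. Of the unigenes with at least 20 CPM in the higher group, 84 of 576 (14.6%) in the erect direction had a mean under 1% of it in the other group, against 1 of 558 (0.179%) in the prostrate direction.

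Scaling was argued against by the tables, as the difference of the medians was 0.806 with DESeq2 size factors and 0.6 with library totals. Low counts were argued against as well, as the medians among unigenes of at least 20 CPM were 2.33 in the erect and 1.5 in the prostrate direction. Prostrate tissue harvested with the erect shoots would flatten the fold changes of prostrate unigenes, and it stays open. For tissue with the mean profile of the prostrate libraries, a share of 5% would be too high for the 11 of the 558 abundant unigenes with an erect mean under 5% of the prostrate mean, and with 5% subtracted the prostrate median was 2.46, still below 2.88. Some part of the prostrate shoots with another profile cannot be told apart from low expression in the erect shoots themselves, since the tables hold no profile of such a part. Sporangia were harvested with the erect shoots and, according to the sample labels, emerging roots with the prostrate shoots. Transcripts of organs present in 1 type of shoot only are a biological explanation that stays open as untested. Such organs could raise unigenes in either direction, so their presence alone does not account for the imbalance. Bias from GC content or transcript length was not tested.

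Chance could not be excluded by regrouping the libraries. Of the 10 splits into 3 and 3, the real split was the 1 with as many calls, in either direction, and with 10 splits the share cannot fall below 0.1. In the other splits edgeR called 0 unigenes, and between 152 and 1266 had an unadjusted p under 0.05, against 6821 in the real split. Each of those splits mixes both types of shoots within a group. The difference between the shoots then adds to the spread within groups and lowers the number of calls. Those numbers are therefore not the level that chance alone would give. With no change simulated edgeR made 1 call, against 1236 and 1847 in the real split. That argues against chance acting on each unigene separately. The simulation did not model variation shared by many unigenes of a library, so chance of that kind stays open.

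A set of 260 unigenes had at least 20 counts in prostrate replicate 3 and none in the other 5 libraries. They stood out as a signal in unigenes that the paper does not discuss. The same rule gave 90 unigenes for prostrate replicate 1, 38 for prostrate replicate 2, 65 for erect replicate 1, 1 for erect replicate 2 and 13 for erect replicate 3. The 260 unigenes held 29839 counts, or 0.17% of the library. Depth was argued against, since after thinning of every library to about the same total there were still 230 such unigenes in prostrate replicate 3 and at most 83 in any other library. The plants grew in the wild, and RNA of another organism on or in the sampled shoots is a candidate explanation. The share of 0.17% gives its size but cannot decide it, because the sequences of the unigenes were not used here. The design gives no biological condition that sets this replicate apart, so no biological explanation was tested.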

How the results depend on the processing

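The alternatives were chosen before the data were examined, except for DESeq2 followed by a mean count of at least 50.

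The numbers of DEGs depended on the processing. For the unigenes higher in the prostrate shoots (1236), 9 of 17 alternatives stayed within 1.5 times, and for those higher in the erect shoots (1847) 13 of 17 did. DESeq2 gave 2167 in the prostrate direction, of which 674 were outside the unigenes kept by filterByExpr, and 2091 in the erect direction. With no filter there were 3470 in the prostrate and 2666 in the erect direction. Fewer unigenes were tested with a mean count of at least 50 (703 and 1016) and with counts summed per Trinity component (811 and 1247), and glmTreat against 2-fold is a stricter test (441 and 1043). DESeq2 followed by a mean count of at least 50, chosen after the data were seen, gave 999 and 1058. With each library left out in turn there were between 634 (without erect replicate 1) and 1360 (without prostrate replicate 3) unigenes in the prostrate direction, and 698 without erect replicate 2, whereas the erect direction had between 1264 and 1687. Each of these fits has fewer samples. The erect direction made up 59.9% of the DEGs as reported, 49.1% with DESeq2, 43.4% with no filter, 70.3% with glmTreat and 66.1% with library totals. The cause of the shifts in this share was not tested.

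Replicates carry the same numbers in both types of shoots. The deviations from the group means correlated at -0.297, -0.0677 and -0.0716 across unigenes for the libraries numbered 1, 2 and 3, so the numbers did not pair the samples. With the replicate block there were 701 and 1152 DEGs. In simulated data of the same comparison the block recovered 77 of the 200 changed unigenes, against 102 without it.

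The set of 5 *SPL*s of the miR156 clade was not significant by fry (p of 0.196, towards the prostrate shoots), and 11 of 13 alternatives, camera included, kept this result. It became significant without prostrate replicate 3 (p of 0.0331), and without any other single library p was between 0.244 and 0.428. Without DN103335_c0_g1 the direction reversed to the erect shoots (p of 0.119), as this unigene carried the negative mean. The euAP2 pair, taken from the paper's report on the same libraries, stayed significant and higher in the prostrate shoots in 12 of 12 alternatives. Its p by fry or camera was between 6.18e-05 and 0.00662.

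For the 32 named unigenes with a test, 428 of 433 alternatives kept the direction and the side of the thresholds on fold change and adjusted p as a pair, none reversed, and the others were losses of significance without 1 library. These were DN102625_c1_g3 (adjusted p of 0.0659 without erect replicate 2 and 0.054 without erect replicate 3, range over its alternatives 0.00164 to 0.0659), DN101483_c0_g1 (0.0557 without prostrate replicate 1, range 4.46e-07 to 0.0557) and DN105334_c0_g2 (0.0541 without erect replicate 1 and 0.0637 without erect replicate 2, range 1.5e-05 to 0.0637). Below the fold-change threshold, DN98908_c1_g3 had an adjusted p of 0.0374 without prostrate replicate 3 (range 0.0374 to 0.745), and DN101362_c1_g1 one of 0.0598 without erect replicate 1 and 0.0676 without erect replicate 2 (range 0.00457 to 0.0676).

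The share of variance on principal component 1 (29.5%) was 52.4% on log2(CPM + 1), 62.7% on linear CPM without scaling, 39.7% over unigenes that passed the filter, and between 32.0 and 36.2% with 1 library left out, where fewer samples leave fewer components. The separation of the libraries, as between-group minus within-group distance, kept its sign in 11 of 11 alternatives, between 46.9 and 93.9 on the log2 scales. Its p of 0.1 is the smallest that these splits allow, so p says nothing about stability here. The biological coefficient of variation was 0.684 in the prostrate and 0.547 in the erect shoots with no filter, as rare unigenes entered. With 1 library left out it was between 0.353 (without prostrate replicate 3) and 0.477 in the prostrate shoots, and between 0.2555 (without erect replicate 1) and 0.361 in the erect shoots.

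Depth limited the comparison to 23275 of 206768 unigenes. DN81844_c0_g1 and DN186068_c0_g1 were too rare to be tested, and the values of DN93809_c0_g2 and DN97881_c0_g2 rest on 2 counts in 1 type of shoot.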

Differences from the paper's values

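Of the values set beside the paper's here, DESeq2 followed by a mean count of at least 50 was chosen only after the results had been seen.

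The paper gives the expression of DN104539_c0_g3 and DN103006_c0_g1 as 2-fold higher in the prostrate shoots. Here the folds were 4.40 and 5.35, which on the log2 scale are 2.14 and 2.42. On the linear scale each of the alternatives set before the data were examined also differed from the paper's value.

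For some unigenes the paper gives folds from RT-qPCR, another assay, and these are set beside the folds in the RNA-seq counts. For DN97881_c0_g2 the paper's fold is 1.07, against a ratio of 389 in the counts (95% interval 107 to 3220, counting error only), 250 without prostrate replicate 3 and at least 172, with 3 counts over the group as the bound, without prostrate replicate 1, where no prostrate count was left. For DN103335_c0_g1 it is 2.47, against 23.5 (log2 4.55). The paper's fold for DN104539_c0_g3 is 16.94, against 4.40. For DN100480_c3_g6 the paper gives about 3 and also 2.47, against 1.37 (log2 0.46), and for DN100333_c1_g1 it gives 7, against 1.57 (log2 0.65). None of the alternatives set before the data were examined brought any of these within 1.5 times of the paper's value.

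The paper reports 972 PEGs of the prostrate and 1303 of the erect shoots, and the numbers here, 1236 and 1847, are within 1.5 times. With DESeq2, the program of the paper, the deposited counts gave 2167 and 2091, which differ by more. Of the alternatives set before the data were examined, limma-voom (1254 and 1853), DESeq2 size factors (1258 and 1840), a mean count of at least 50 (703 and 1016), the replicate block (701 and 1152) and counts summed per Trinity component (811 and 1247) were within 1.5 times in both directions. Fits without 1 library also were, except that without erect replicate 1 the prostrate number was 634. Library totals were within it for the prostrate number (1038) but not for the erect number (2028), and glmTreat for the erect number (1043) but not for the prostrate number (441). No filter (3470 and 2666) and adjusted p alone (1508 and 2003) were outside it in both directions. DESeq2 followed by a mean count of at least 50, chosen after the values were seen, gave 999 and 1058, and dropped 0 of the unigenes named in the paper's text that DESeq2 called.

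The *Q*-value that the paper prints for DN105179_c0_g2 matches the adjusted p of DESeq2 on the deposited counts, 3.87e-08. With edgeR's quasi-likelihood test the adjusted p was 0.00171, and over its alternatives it ranged from 3.87e-08 to 0.00959, significant in each.

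DN102464_c4_g1 is described in the paper, by mean TPM, as somewhat higher in the erect shoots. In CPM it was lower there, with a log2 fold change of -0.13 (standard error 0.174) that is within error, and it was negative in each alternative. For the other *SPL*s of the miR156 clade the direction was that of the paper.

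The paper states that 91.6% of the clean reads were alignable to the unigenes. The estimated counts amounted to 82.6% of the clean read pairs, with the numbers of Table 1 taken as single reads, which is a different measure.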

Other observations

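The tests on this pattern, on depth, swapped labels and another organism, were chosen only after the pattern had been seen. A group of 82 unigenes was raised at least 4-fold in both prostrate replicate 3 and erect replicate 1 over the other libraries of the same type of shoot. If the unigenes raised in each library were independent, 3.08 would be expected, a ratio of 26.6. Some other pairs also shared more than expected under independence. Prostrate replicate 2 and erect replicate 1 shared 17 unigenes (0.918 expected, a ratio of 18.5), prostrate replicate 1 and erect replicate 3 shared 6 (ratio 6.74), prostrate replicate 2 and erect replicate 3 shared 3 (ratio 5.57), and prostrate replicate 3 and erect replicate 2 shared 8 (ratio 3.1). The remaining pairs shared 1 each. In simulated libraries with no shared change, a pair shared at most 9. Of the other pairs, only prostrate replicate 2 with erect replicate 1, at 17, lay above that number. The simulation gave each unigene the same spread in every library. It therefore cannot decide whether the smaller excesses are ordinary. The median excess on the log2 scale was 3.79 in prostrate replicate 3 and 3.23 in erect replicate 1. The group held 0.969% of the counts of prostrate replicate 3 and 0.854% of those of erect replicate 1. In prostrate replicates 1 and 2 the shares were 0.0514 and 0.0476%, and in erect replicates 2 and 3 they were 0.106 and 0.0852%.

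Depth was argued against as the explanation, since the largest ratio between library totals was 1.29. A swap of the labels of both libraries would raise unigenes of opposite types of shoots in them, so it could not by itself give this pattern. The correlations argued against a swap as well, which does not narrow the other explanations. Over all tested unigenes the lowest Spearman's rho of prostrate replicate 3 with the prostrate libraries was 0.9322, above its highest with an erect library, 0.8788, and the values for erect replicate 1 were 0.9509 and 0.8697. A candidate explanation is RNA of another organism present in both samples. The share of 0.969% gives its size but cannot decide it, and it cannot be told apart from a response of *S. nipponica* that some subsamples shared, because the sequences were not used here. The unigenes were chosen for a rise within each type of shoot, so the type of shoot was not tested as an explanation, and the design names no other condition that sets these libraries apart.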
